A study of Mus musculus with 4 samples. Its data were reported in "METTL3-mediated m6A RNA methylation promotes the anti-tumour immunity of natural killer cells" (2021).

How the data were processed

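Splenic natural killer (NK) cells of C57BL/6 mice were profiled by methylated RNA immunoprecipitation sequencing (MeRIP-seq). In this assay poly(A) RNA is cut into short fragments, an antibody against N6-methyladenosine (m6A) pulls down the fragments that carry the mark, and these are sequenced beside fragments that were not pulled down. Per the labels there were 4 libraries in 2 groups, with 2 m6A immunoprecipitates and 2 input RNA libraries. According to the methods of the study the NK cells had been expanded in the mice with an IL-15 expression plasmid.

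The authors trimmed the reads, aligned them with HISAT2 to the mouse genome version they name, called peaks with exomePeak and assigned each peak to a gene and a transcript region with ChIPseeker. The deposited list held 1 set of peaks for all libraries and named no sample, so how the replicates were combined in peak calling is not known. The fold enrichment in the list is a ratio made by the authors from immunoprecipitate reads over input reads. The significance in the deposited list is a score equal to the log10 of the peak-calling p-value, without adjustment, and the weakest value was -1.30. Fold enrichment and significance are therefore the authors' values for each peak, and they were used only to describe, rank or filter peaks within this list. The span of a peak runs from its first to its last base and includes any introns in between. The list had 0 columns with a value per sample, so the total reads and the depth of each library are unknown and no error between replicates could be computed.

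The list held 20751 rows, of which 24 repeated another row exactly, and 20727 distinct peaks were kept. Gene models were those of GENCODE for GRCm38, the build of the files. Of 12351 gene identifiers, 12332 were found in the annotation and 19 were not. Among peaks with a known identifier, 100% lay on the chromosome of their gene, 99.8% overlapped the gene and 97.1% overlapped an exon of it. A peak was placed on the longest coding transcript of its gene by the centre of its exonic part, which was possible for 15715 peaks (75.8%). The remaining peaks belonged to genes without a coding transcript or touched no exon of it. Of the transcripts used, 99.3% had ATG at the start and 99.7% a stop codon at the end of the annotated coding sequence.

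The share of peak centres in each region and within 200 nt of the stop codon was compared with 10000 random placements of each centre on its own transcript, in a two-sided permutation test with a smallest possible p of 0.0002. DRACH sites (D is A, G or T, R is A or G, H is A, C or T) were counted per kb of peak and compared with 1000 draws of windows of the same length from the same transcripts that overlapped no peak, with a smallest possible p of 0.002. Peaks without such a free window were left out of that test. Fold enrichments were compared between regions by a two-sided permutation test of the difference in median log2 fold with 100000 resamples, with a smallest possible p of 1e-05. Peaks per gene were correlated with transcript length in the same number of resamples. A peak with a fold enrichment of at least 5, the value the study used to choose genes for its pathway analysis, is called strong. The share of genes with a strong peak was compared between 4 gene lists and the other genes with a peak by two-sided Fisher exact tests with Benjamini-Hochberg adjustment over the 4 lists. The lists were IL-15 receptor pathway, PI3K-AKT-mTOR, NK effector and m6A machinery genes. The list of IL-15 receptor pathway genes held the symbol Pdk1, which in the mouse annotation is a pyruvate dehydrogenase kinase, and the list was kept as written. Peaks and genes are not replicates, and each of these tests describes this peak list alone. Intervals are 95% Wilson intervals and cover counting error only.

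The groups, tests, gene lists and a first set of alternatives were fixed before the data were examined. The named genes follow a rule fixed then: Ptpn11, at most the 5 genes of each list with the highest fold enrichment, the 5 peaks with the highest fold enrichment of all, and the 3 genes with the most peaks. Other genes named were chosen after their values were seen. The planned test of immunoprecipitate against input in each sample, the planned false discovery rate threshold and the omission of each replicate were not run, since the list has no column per sample and none for the false discovery rate. A peak p-value under 0.001 took the place of the latter. Alternatives changed the fold threshold, the significance threshold, the transcript model, the position of a peak, the stop codon window, the motif, the control windows and the gene background.

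The placement and motif tests were tested on simulated data with 2000 transcripts. With no planted effect, 15.0% of simulated centres lay near the stop codon against 16.1% at random (permutation p = 0.196). With centres of 29.2% of transcripts moved there the share was 39.8%. With 2 DRACH sites planted in each window the density was 1.40 times that of the control, against 0.987 times without them. In 200 simulated sets without an effect, 7.5% of correlation tests and 4.5% of median tests had a p-value under 0.05. Analyses used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.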

Results

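To describe where m6A lies in the transcriptome of mouse NK cells, 2 m6A immunoprecipitates were compared with 2 input RNA libraries from splenic NK cells. The peak list gave 1 set of peaks for the 4 libraries, so each peak has 1 fold enrichment and 1 p-value and no error between replicates. There were 20727 distinct peaks in 12351 genes. The median fold enrichment was 2.66, with an interquartile range from 1.73 to 9.48 and extremes of 1.04 and 738. In 36.1% of peaks the fold enrichment was under 2, and in 38.5% the peak-calling p-value was not under 0.001. The choice that moved the number of peaks most was the fold threshold, since 7179 peaks in 6122 genes had a fold enrichment of at least 5 and are called strong here. Of all peaks, 18250 were assigned to 10174 protein-coding genes. A single peak was found in 7385 genes (59.8%). Overlapping peaks were counted separately in this and the later counts of peaks per gene, and merging them gave 19643 peaks.

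**Figure D1:**
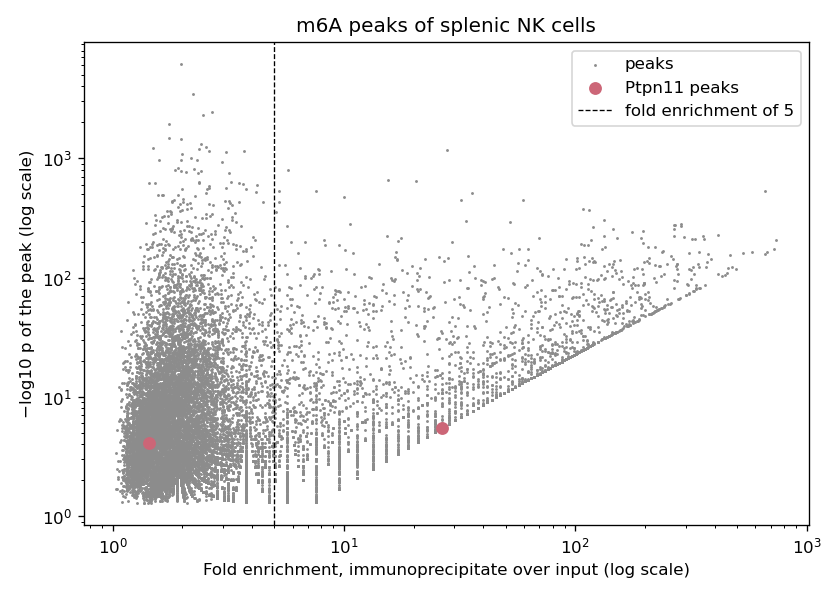
Fold enrichment (x axis, log scale) against −log10 of the peak-calling p-value (y axis, log scale) for each of the 20727 peaks (grey points), with the Ptpn11 peaks in red and a dashed line at a fold enrichment of 5. The Ptpn11 peaks have fold enrichments of 1.44 and 26.6, and the second lies on the lower edge of the points at its fold enrichment.

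Significance and fold enrichment ranked peaks differently. The most significant peak, at Tmsb4x (ENSMUSG00000049775, chromosome X, 167207093 to 167208480, GRCm38), had a log10 p of -6130 and a fold enrichment of 1.97. The highest fold enrichments were found elsewhere. The first was 738 at Gm3953 (ENSMUSG00000111326, chromosome 9, 44663928 to 44664716), a processed pseudogene whose whole exonic length of 789 nt lay in the peak. The next was 726 at 1700097M23Rik (ENSMUSG00000108194, chromosome 6, 81893818 to 81895339), an unclassified transcript also covered completely. The peak at Mrgpra6 (ENSMUSG00000052303, chromosome 7, 47185707 to 47204920) had a fold enrichment of 677 and covered all 1091 exonic nt. A peak assigned to Strbp (ENSMUSG00000026915, chromosome 2, 37490992 to 37491890) had a fold enrichment of 664, but it overlapped 0 nt of Strbp exons and 899 nt of Rabgap1 exons. The peak at Stox2 (ENSMUSG00000038143, chromosome 8, 47194062 to 47446362) had a fold enrichment of 658 and spanned 252301 nt of the genome.

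Peaks with a high fold enrichment differed from the others in extent and gene class. At least 90% of the exonic length of the gene lay in the span of 26.0% of the 7179 strong peaks and of 1.28% of the 13548 weaker peaks. The assigned gene was not protein-coding for 25% of strong and 5.04% of weaker peaks. The median fold enrichment was 2.37 in protein-coding genes and 11.4 in other genes.

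**Figure D2:**
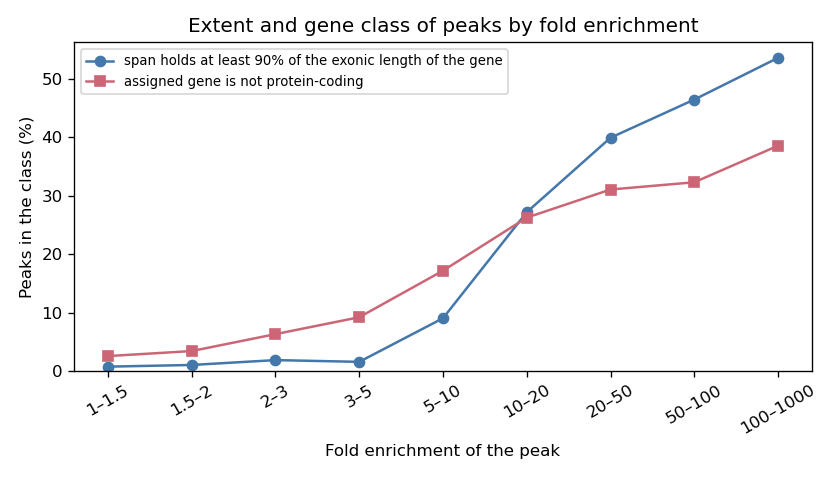
Share of peaks (y axis, percent) by class of fold enrichment (x axis) whose span holds at least 90% of the exonic length of the gene (blue circles) or whose gene is not protein-coding (red squares). The first share rises from 0.731% in the lowest class to 53.6% in the highest, and the second from 2.54% to 38.6%.

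The genes with the most peaks were Fgfr2, Ugt1a6a and Ppm1a. Fgfr2 (ENSMUSG00000030849, chromosome 7) was assigned 22 peaks with fold enrichments from 1.25 to 39.8, but 1 of them overlapped an exon of the gene. Ugt1a6a (ENSMUSG00000054545, chromosome 1) had 18 peaks and Ppm1a (ENSMUSG00000021096, chromosome 12) had 12, and each of these overlapped an exon of its gene. Across the 9609 genes with a peak on their coding transcript, the number of peaks rose slightly with transcript length, with a Spearman rho of 0.0782 and a Pearson r with log10 length of 0.0956 (permutation p = 1e-05 for each, the smallest possible). Genes are not independent replicates. Among peaks with a p-value under 0.001 rho was -0.0412, so the direction depended on the threshold.

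The position of m6A on transcripts was examined next. By the centre of their exonic part, 56.6% of 15715 peaks lay in the 3' UTR (95% Wilson interval 55.9 to 57.4), against 42.2% when placed at random (permutation p = 0.0002). The coding sequence held 33.4% (32.7 to 34.2), against 49.0% at random, and the 5' UTR held 9.95% (9.49 to 10.4), against 8.84%, with the same p for each. Within 200 nt of the stop codon lay 22.2% of centres (21.6 to 22.9), against 15.6% at random (permutation p = 0.0002). The 3' UTR share moved about as far with the centre of the genomic span, to 73.7%, as with the fold threshold, and the latter changed its direction. Among 4155 strong peaks 39.5% lay in the 3' UTR, against 42% at random (permutation p = 0.0006), and 10.4% lay near the stop codon, against 13% at random (permutation p = 0.0002). Random centres could fall anywhere on the transcript, whereas strong peaks more often spanned most of their gene, which limits where their centre can lie. Random intervals of the same length were run for all peaks only, so how far extent accounts for the strong-peak shares is open. Among 11560 peaks with a fold enrichment under 5, a subset chosen after seeing the data, the shares were 62.8% in the 3' UTR and 26.5% near the stop codon, both above random. Their 5' UTR share was 7.47%, against 9.16% at random, while that of strong peaks was 16.8%, against 7.95%. The 5' UTR excess for all peaks was thus carried by the strong peaks.

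**Figure D3:**
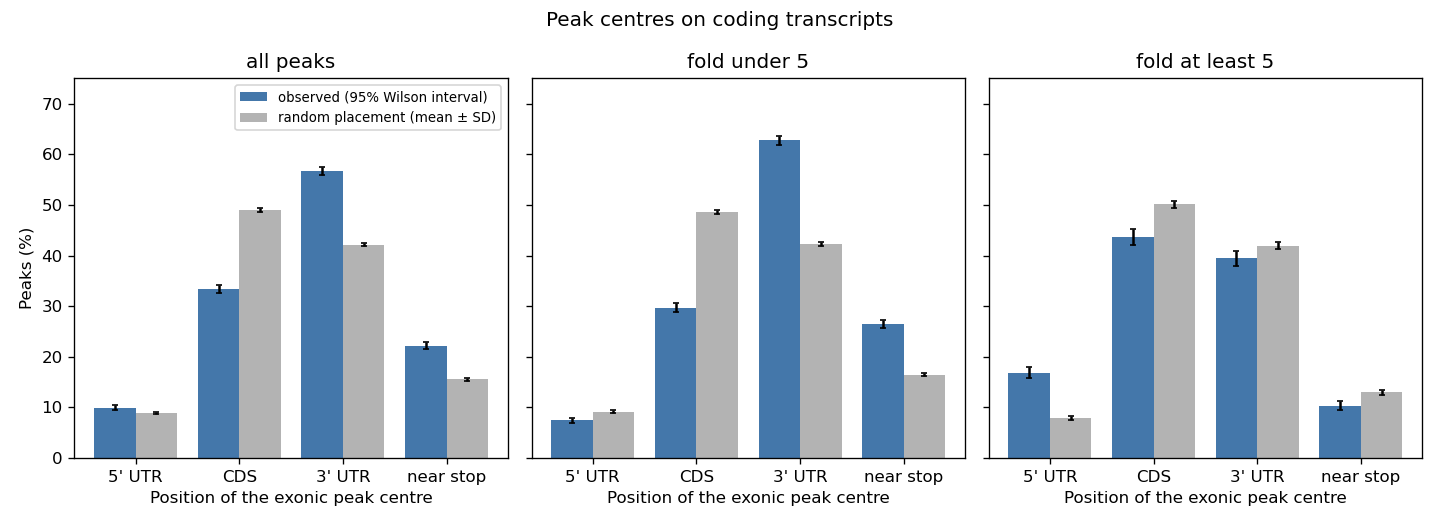
Percent of peak centres (y axis) in the 5' UTR, coding sequence (CDS) and 3' UTR and within 200 nt of the stop codon, for all peaks and by fold enrichment. Blue bars are observed shares with 95% Wilson intervals and grey bars are the mean and SD of random placements; near the stop codon the observed share is 26.5% for peaks under 5 and 10.4% for strong peaks.

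**Figure D4:**
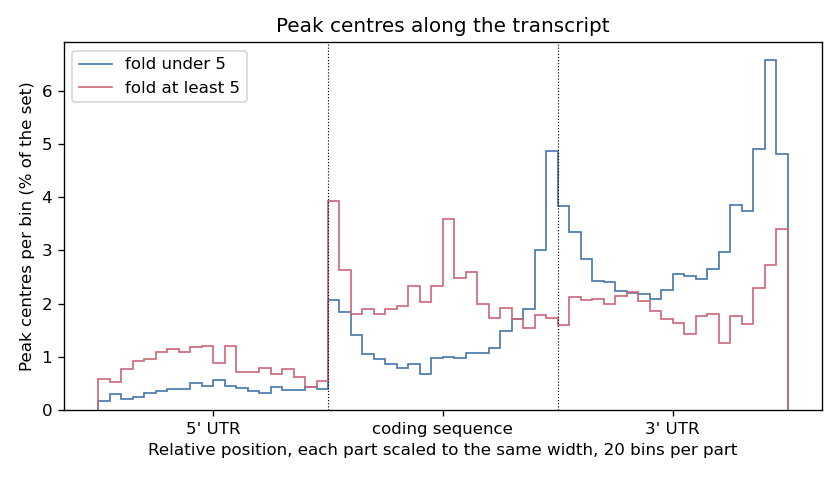
Peak centres per bin (y axis, percent of each set) along the transcript (x axis), with each of its 3 parts scaled to the same width, for peaks with a fold enrichment under 5 (blue) and at least 5 (red). Only the blue line rises around the stop codon, where the coding sequence meets the 3' UTR. Both lines also rise toward the 3' end of the transcript, to 6.57% per bin (blue) and 3.39% (red). The blue line is higher there than at the stop codon (4.87%).

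In the authors' region column 53.3% of peaks were labelled 3' UTR, 28.2% exon and 18.5% 5' UTR. Of the 3445 peaks labelled 5' UTR that could be placed on a coding transcript, 45.3% had their centre in the 5' UTR and 45.8% in the coding sequence.

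Fold enrichment was lower in peaks in the 3' UTR or at the stop codon than in other coding-sequence peaks. The median was 2.0 (interquartile range 1.59 to 3.32) in 10523 peaks against 3.79 (1.73 to 13.3) in 3635 peaks, a difference of -0.92 on the log2 scale (permutation p = 1e-05, the smallest possible). With the strongest peak of each gene the difference was -2.06. It was -0.81 at a p-value under 0.001 and shrank to -0.40 among peaks of at most 500 exonic nt.

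The study examined sequence motifs, and DRACH is the consensus around m6A. In 14065 peaks there were 19.9 DRACH sites per kb, against 20.5 ± 0.0660 (SD over draws) in control windows of the same transcripts, a ratio of 0.973 (permutation p = 0.002, the smallest possible). The ratio moved most in the strong peaks, to 0.920. It was 0.956 with windows matched on GC content and 0.952 for GGAC. With control windows of the same transcript region, chosen after seeing the data, the GGAC ratio was 1.01 (permutation p = 0.112). On the strand of the assigned gene, no density in the sets of peaks, motifs and control windows examined was above its control at a permutation p under 0.05. Peaks with a fold enrichment under 5 had a ratio of 1.0 (permutation p = 0.595).

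Whether genes of IL-15 signalling and related pathways carry m6A was asked with lists of genes. In the list of IL-15 receptor pathway genes, 18 of 44 genes with a peak had a strong one (40.9%, 95% Wilson interval 27.7 to 55.6), against 49.6% of other genes with a peak (Fisher exact p = 0.291, adjusted p = 0.582 over 4 lists). The highest fold enrichments in this list were 125 at Bcl2, 81.6 at Cbl, 53.1 at Mapk3, 41.7 at Pdk1 and 26.6 at Gsk3b, the last tied with Ptpn11. In the PI3K-AKT-mTOR list the share was 22 of 50 genes (44.0%, Fisher exact p = 0.480, adjusted p = 0.640), with the highest values at Deptor (199), Pdpk1 (45.5), Gsk3b (26.6), Tsc1 (22.8) and Slc3a2 (20.7). In the m6A machinery list 9 of 21 genes had a strong peak (42.9%, Fisher exact p = 0.664, adjusted p = 0.664), with the highest values at Igf2bp3 (47.4), Igf2bp1 (19.0), Igf2bp2 (17.1), Ythdc1 (9.48) and Zc3h13 (9.42). A high fold enrichment may often mark scarce input reads, as set out under the other observations, so these values need not rank genes by m6A. The other genes with a peak included genes that are not protein-coding. Peaks of such genes were strong more often, at 72.4% against 29.5% of peaks in protein-coding genes. Among coding genes with a peak, leaving out chemosensory receptor genes, 42.7% had a strong one. The shares of these lists lay close to that value, so their shortfalls may reflect gene class. The strongest peaks of Pdk1, Pdpk1, Gsk3b and Ythdc1 overlapped 0 nt of the protein-coding isoforms of their genes. That of Cbl (chromosome 9, 44156869 to 44158655) overlapped only 142 nt of them. The strongest peak of Tsc1 (chromosome 2, 28665048 to 28665527) overlapped only 115 nt.

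NK effector genes stood apart from the other lists. A peak was found in 27 of 28 of them (96.4%), but 0 of the 27 had a strong peak (95% Wilson interval 0 to 12.5%), against 49.7% of other genes with a peak (Fisher exact p = 1.49e-08, adjusted p = 5.95e-08). The highest fold enrichments in the list were 4.55 at Sh2d1a, 4.27 at Ptpn6, 2.53 at Il2rb, 2.5 at Klrd1 and 2.35 at Tbx21. The peak named for Sh2d1a also overlapped 0 nt of a protein-coding isoform. When any peak was counted against all protein-coding genes, each list lay above the other genes. The shares were 89.8%, 74.6%, 96.4% and 91.3% for the IL-15 receptor pathway, PI3K-AKT-mTOR, NK effector and m6A machinery genes, against about 46.1% of other coding genes in each case. That comparison also reflects which genes are expressed in NK cells, for which no value was analysed here.

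The study singled out Ptpn11, which encodes the phosphatase SHP-2, as m6A modified. Ptpn11 (ENSMUSG00000043733, chromosome 5, minus strand) had 2 peaks. The first (121130683 to 121130833, 151 nt) lay in the 3' UTR, in exon 16 of the longest coding transcript and 3413 nt past the stop codon, with a fold enrichment of 1.44 and a log10 p of -4.08. The second (121153187 to 121154026, 840 nt) had a fold enrichment of 26.6 and a log10 p of -5.48. It carried the authors' exon label from a retained-intron transcript. It lay wholly in intron 7 of the longest coding transcript and overlapped 0 nt of any protein-coding isoform. Both peaks passed a p-value of 0.001, and 1 passed a fold enrichment of 5.

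**Figure D5:**
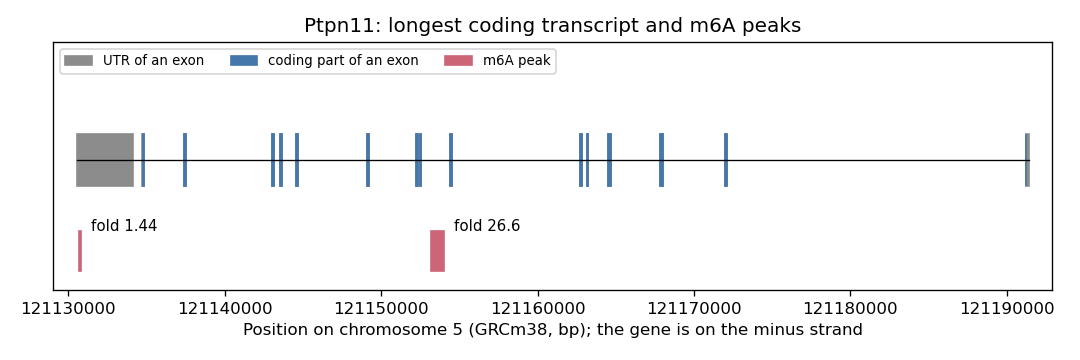
Map of Ptpn11 on chromosome 5 (x axis, GRCm38 position in bp) with the exons of the longest coding transcript above (coding parts blue, UTRs grey) and the m6A peaks below (red). The peak with a fold enrichment of 1.44 lies in the 3' UTR, and the peak of 26.6 lies between coding exons.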

Values the study reported

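The study reported 23 genes that carried m6A, were bound by METTL3 and had a changed protein level when NK cells lacked METTL3. Ptpn11 was among them.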

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

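The alternatives with a p-value under 0.001, a fold enrichment under 5, random intervals of the same length, repeated rows, control windows of the same region for either motif and 100 nt around the centre were chosen after seeing the data. Of 74 alternative values for 14 results, 54 kept their direction and side of the threshold or stayed within the limits set for a value without a test, 1 became weaker, 7 moved and 12 reversed.

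The number of peaks fell from 20727 to 13243 at a fold enrichment of at least 2, to 12749 at a p-value under 0.001 and to 7179 at a fold enrichment of at least 5, where 6122 genes and 1 Ptpn11 peak remained. Merging overlapping peaks gave 19643. At a fold enrichment of at least 5 the 3' UTR share was 39.5% and the share near the stop codon 10.4%, both below random, whereas for all peaks they were above it. Both shares stayed above random at a fold enrichment of at least 2, at a p-value under 0.001, with the centre of the genomic span, with the other transcript model and with random intervals of the same length. The last was run for all peaks and not for strong peaks alone. The 5' UTR share was above random for all peaks. It was also above random at a fold enrichment of at least 2 (13.9% against 8.51%) and of at least 5 (16.8% against 7.95%). It was below random at a p-value under 0.001 (7.88%), with the centre of the genomic span (7.68%) and at a fold enrichment under 5 (7.47%). In the authors' region column it was 18.5%, and the 3' UTR share was 53.3%. Explanations for the 5' UTR label and for other differences between strong and weaker peaks were examined among the other observations. None of those tests recomputed the shares of strong peaks by region, and for these and the remaining changes in this paragraph the cause was not tested.

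The DRACH ratio stayed below 1 in 8 of the 10 alternatives. It was 1.0 at a fold enrichment under 5 (permutation p = 0.595) and 1.01 for GGAC with control windows of the same region (permutation p = 0.112). The lower fold enrichment of 3' UTR and stop codon peaks held in all 3 alternatives run, from -2.06 to -0.40 on the log2 scale. It was smallest among peaks of at most 500 exonic nt. The correlation of peaks per gene with length was 0.00792 with genomic length (permutation p = 0.436) and -0.0412 at a p-value under 0.001, and the cause was not tested. The shares of list genes with a strong peak kept their direction and side of the threshold at a fold enrichment of at least 3 or 10 and against random lists matched on peaks per gene. With any peak against all protein-coding genes the direction reversed, at 89.8% for IL-15 receptor pathway, 74.6% for PI3K-AKT-mTOR, 96.4% for NK effector and 91.3% for m6A machinery genes, which is a different measure.

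No paired analysis was possible because the peak list gives no value per sample, although the labels number the replicates 1 and 2 in both groups. For the same reason the omission of each replicate, the test per sample with its normalizations and filters, and the threshold on the false discovery rate were not run. The depth of the libraries is unknown, so how far it limits the weaker peaks could not be computed.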

Other observations

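The tests of 1 input read and of chemosensory receptor genes were chosen only after the result was seen. No biological explanation was tested, since the groups differ only in the immunoprecipitation.

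Strong peaks differed from weaker peaks in position, extent and gene class. The tests below bear on their read support, isoforms and extent, not on their position. Their fold enrichments fell on a ladder: between 5 and 30, 78.4% were whole multiples of 1.897 within rounding, against a median of 0.333% over other candidate steps. The commonest pair of values, a fold enrichment of 9.48 with a log10 p of -1.69, occurred in 845 peaks. A candidate explanation is that many strong peaks rest on about 1 input read, the step then being the ratio of input to immunoprecipitate depth. A binomial test of 5 immunoprecipitate reads against 1 input read at that ratio gives a log10 p of -1.68. The log10 p of such a test was met within 2% of its value by 53.1% of strong peaks, against 3.84% when p-values were shuffled among them. With tolerances of 1% and 5% the shares were 52.3% and 53.9%. The remaining strong peaks did not follow that test. Reads from introns or unspliced RNA also remain as an explanation, since 14.3% of 5172 strong peaks of coding genes touched only exons of non-coding isoforms, against 3.90% of 12510 weaker ones (Fisher exact p = 5.69e-122). Among the 15715 peaks placed on a coding transcript, GC content did not account for the difference in extent, which remained in each of 5 classes of GC, from 3.60 to 23.3 percentage points. GC content was not examined for the other peaks. These values suggest that a high fold enrichment in this list may often mark scarce input reads, and that ranking genes by it favours RNA with little input.

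The strong peak of Ptpn11 has the same property. Its fold enrichment is 14 steps, and a binomial test of 14 reads against 1 gives a log10 p of -5.46, beside the -5.48 in the list. It may therefore rest on about 1 input read in an intron of the coding transcript. The 3' UTR peak of Ptpn11 is not of this kind. Ptpn11 is not alone among the named genes, since the strongest peak of Ythdc1 had the commonest pair of values, 9.48 with -1.69. Whether the strongest peaks of the other named list genes have this property is not given here.

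Chemosensory receptor genes (Olfr, Vmn1r, Vmn2r and Taar), which were not in any list, carried 122 peaks in 111 of 1481 annotated genes. All 111 genes (100%) had a strong peak, against 42.7% of other coding genes with a peak (Fisher exact p = 2.33e-41). Their median fold enrichment was 27.5. This is consistent with background reads in the immunoprecipitate, and expression of these genes was not measured here.

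The absence of NK effector genes among those with a strong peak was set against read depth. Random lists matched on the strongest log10 p of each gene held 13.5 genes with a strong peak on average, against 0 of 27 (permutation p = 0.0002, the smallest possible), so depth measured in this way did not account for it. The p-value is an imperfect stand-in for depth because it also rises with fold enrichment, so depth itself cannot be excluded.

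The study reported DRACH enrichment in its peaks from de novo motif finding with HOMER. Here a fixed motif was counted per kb against windows of the same transcripts that overlapped no peak. The measures differ, so the results do not contradict each other directly. No raised DRACH density was found here. With control windows of the same transcript region the ratio was 0.991, and in 100 nt around the centre it was 0.982, so in neither test was the density above its control. The shortfall was smaller with windows of the same region than with any free window (0.973), in a smaller set of peaks (11704 against 14065), so the lower motif density of 3' UTR sequence may account for part of it. For GGAC with control windows of the same region the ratio was 1.01 (permutation p = 0.112), which is not distinguishable from its control. A wrong orientation of the sequences was checked by the start codon, which was in place in 99.3% of transcripts. The reverse complement of the peaks had a density 1.04 times that of its control, so by this test alone a strand or coordinate error could not be excluded. With control windows of the same region that ratio fell to 0.983, below its control. The increase was thus absent when the region was matched, but base composition itself was not matched in that test. The list gives no exonic blocks and no strand, and the strand of the assigned gene was used.

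Among peaks the authors label 5' UTR that could be placed on a coding transcript, 45.3% had their centre in the 5' UTR of the coding transcript. Among peaks that could be placed on a coding transcript, those with this label had a median span of 1610 nt, against 239 nt for those labelled 3' UTR. This is consistent with a label given to any span that touches a 5' UTR.

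The assigned gene was not always the gene under the peak. Of 5848 peaks labelled exon, 10.3% named an exon of another gene than the one assigned. The second most significant peak was assigned to Patl2, of which it overlapped 0 exonic nt, and held 505 exonic nt of B2m.

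The third most significant peak lay in Hbb-bs, a globin gene, with a fold enrichment of 2.69 and a log10 p of -2440. RNA from red blood cells was tested with 10 erythroid genes. Of these, 6 carried a peak, and 4 carried a peak with a fold enrichment under 5 (3 globin genes and Klf1), which is not most of the list. Slc4a1 had a peak just above that limit, with a fold enrichment of 5.17 and a log10 p of -28.9, and Hba-a2 had one of 37.9. RNA from red blood cells is not excluded by this test.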
